A study of Homo sapiens with 13 samples. Its data were reported in "The splicing factor PTBP1 interacts with RUNX1 and is required for leukemia cell survival" (2025).

How the data were processed

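Chromatin of MOLM-13 cells was profiled with CUT&Tag and CUT&RUN in 13 libraries, using antibodies against PTBP1, RUNX1 and H3K27me3, and IgG as the control. The authors aligned paired reads to hg38 with Bowtie2, kept alignments of high mapping quality, removed duplicates and called peaks with MACS3 at a q-value of 1e-07. The 2 deposited peak lists, for PTBP1 and RUNX1, were the data used. The lists carry a target but no assay or replicate. They were taken as CUT&Tag lists because the study describes peak calling for that assay, and whether replicates were pooled before calling is not stated. The authors also compared the targets from read counts and calibrated tracks with a bacterial spike-in. Neither can be repeated from peak positions, so region classes here rest on called peaks.

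For each peak, the deposited fold enrichment is the ratio of the fragment pileup at the summit to the background, each with 1 added. The deposited lists also give the −log10 p-value of that pileup under a Poisson model and the −log10 q-value after genome-wide adjustment, and the deposited score equals 10 times the −log10 q-value cut to a whole number in all 9370 PTBP1 and 7688 RUNX1 rows. These values are the authors' own for each peak, and they were used only to describe, rank or filter peaks within a list. The fold enrichment and the −log10 p-value were solved together for a whole fragment pileup and a background, which left a largest difference of 0.00134 from the deposited −log10 p-value. The background took a single value at 8915 PTBP1 and 7293 RUNX1 peaks and was counted as raised when above 1.5 times it. Fragment totals of the libraries were not used here, so depth enters only through these pileups. A list with a higher background needs more fragments per peak. The usual background was 0.121 of the most common raised level in both lists, so it may scale with each list. Which list leaves out more weak sites was therefore not settled.

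No rows overlapped within a list, so merging overlapping rows left 9370 and 7688 peaks. No row ended past its hg38 chromosome. Genes came from GENCODE version 44, with the TSS as the 5-prime end of each of its annotated genes on chromosomes 1 to 22, X and Y and a window of 1000 bases either side. Exons, introns and UTRs are those of the canonical transcript, numbered from its 5-prime end, at the position of the summit. Coordinates are 1-based.

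Overlap and TSS shares were compared with 1000 Monte Carlo relocations to uniform positions on the same chromosome outside assembly gaps (one-sided), summit distances with 1000 random placements of the PTBP1 summit within its peak, and shares between classes, or between the top and bottom 25% of peaks by fold enrichment, with two-sided Fisher's exact tests. Motifs and pyrimidine runs were sought in windows of 50 bases either side of the summit, and summits were compared with flanks 500 bases to the left by a two-sided exact sign test. A shared region was represented by its strongest PTBP1 summit when compared with PTBP1-only regions and by its strongest RUNX1 summit when compared with RUNX1-only regions. Benjamini-Hochberg adjustment was applied within each family of comparisons. Neighbouring peaks are not independent, so p-values describe these 2 lists and not variation between cultures.

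The named genes were those the study names for binding or for its proteins (PKM, HK2, ID1, SLC2A1, PTBP1, PTBP2 and RUNX1), with every peak within 1000 bases of the gene. The 3 peaks of highest fold enrichment in each list, in PTBP1-only and in RUNX1-only regions were also named. This rule, the tests and most alternatives were set before the data were examined. Alternatives covered the significance threshold, the definition of overlap, the relocation, the TSS rule, region width, the motif, the window and matching on GC content. For the glycolysis genes they also included a list without 9 of the genes. The exclusion of 1 Mb windows with at least 50 PTBP1 peaks was chosen after seeing the data.

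The procedures were tested on simulated data. Of 20 pairs of independent lists with 2000 peaks each, 0 were called as overlapping. A planted overlap of 30% of 2000 peaks was recovered as 30.05%. The pileup and background were recovered for 492 of 492 simulated peaks, and 613 of 613 planted motifs were found among 2000 windows. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.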

Results

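MOLM-13 is an established human acute myeloid leukemia cell line. PTBP1 is a splicing regulator that binds pyrimidine-rich RNA, and RUNX1 is a hematopoietic transcription factor that binds DNA through its Runt domain. Their positions on chromatin were profiled with CUT&Tag, in which an antibody tethers a transposase that inserts sequencing adapters near the bound protein, and with CUT&RUN, in which a tethered nuclease cuts there instead. The series held 13 libraries, with 2 biological replicates each for PTBP1 and RUNX1 in both assays and for H3K27me3 and IgG in CUT&RUN, and 1 IgG library in CUT&Tag. Measurements per library were not analysed here. The values below come from a single PTBP1 peak list and a single RUNX1 peak list on the hg38 build, so no spread between replicates can be given, and intervals cover counting error only.

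The PTBP1 list held 9370 peaks with a median width of 652 bases (quartiles 422 and 1038), and together they covered 8402080 bases. The RUNX1 list held 7688 peaks with a median width of 645 bases (quartiles 445 and 953), covering 5984670 bases. Fold enrichment at the summit, as the authors' peak caller gave it, had a median of 12.2 in the PTBP1 list and 15.0 in the RUNX1 list. The fold enrichment and significance of each peak together fixed a whole number of fragments at its summit and a background level. The median summit had 21 fragments in the PTBP1 list and 20 in the RUNX1 list, and the lowest had 11 and 8. The background was 0.720 fragments at 95.1% of PTBP1 peaks and 0.330 fragments at 94.9% of RUNX1 peaks, a ratio of 2.18 between the lists. A RUNX1 peak could therefore be called from fewer fragments than a PTBP1 peak, which does not show which list is the more sensitive. Total library depths were not analysed here.

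The first question was whether PTBP1 lies at the same places on chromatin as RUNX1. Of the 9370 PTBP1 peaks, 4610 overlapped a RUNX1 peak by at least 1 base, a share of 49.2% (95% Wilson interval 48.2 to 50.2). Of the 7688 RUNX1 peaks, 4631 overlapped a PTBP1 peak, a share of 60.2% (59.1 to 61.3). When PTBP1 peaks were moved to uniform positions on their own chromosomes, a mean of 0.697% overlapped a RUNX1 peak, and the highest of 1000 draws reached 1.07%. For relocated RUNX1 peaks the mean was 0.834% and the highest draw 1.25%. Both one-sided Monte Carlo p-values were 0.001, the smallest that 1000 draws can give. Of the alternatives tried, requiring summits at most 200 bases apart lowered the PTBP1 share most, to 38.6%. Another relocation sent peaks at a transcription start site (TSS) to random TSSs of annotated genes of every type. It gave a mean of 4.70% for PTBP1 peaks and 5.63% for RUNX1 peaks.

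**Figure D1:**
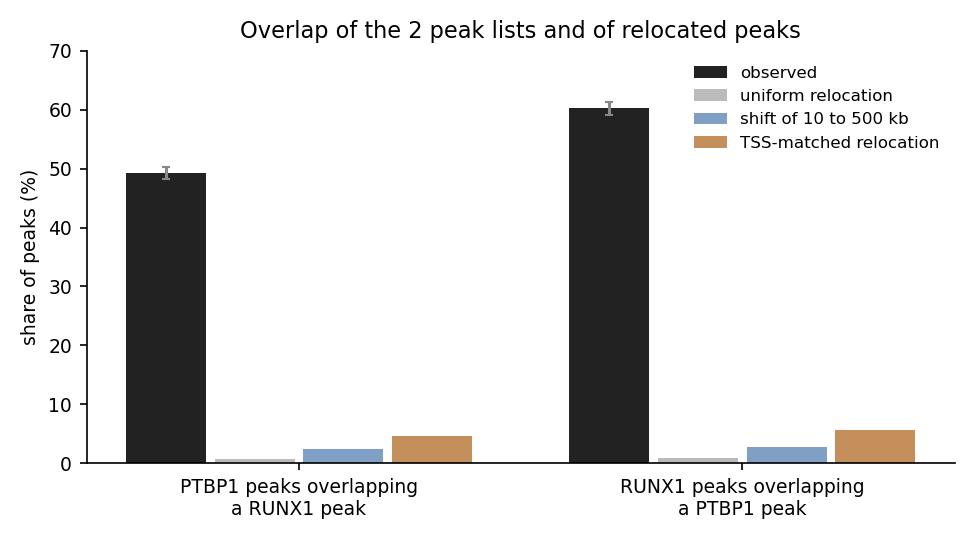
The bars show the share of peaks in percent that overlapped a peak of the other list, for the lists as called and as the mean of 1000 draws under 3 kinds of relocation; the error bars on the observed bars are 95% Wilson intervals. The observed shares of 49.2% and 60.2% stand above every relocation mean, of which the highest is 5.63%.

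Within overlapping pairs, the summits lay close together. Over 4691 pairs the median distance between a PTBP1 and a RUNX1 summit was 84 bases (quartiles 25 and 188), and 77.1% of pairs were at most 200 bases apart. Placing each PTBP1 summit at random within its own peak gave a mean median of 230.5 bases, and the lowest of 1000 draws was 219 bases (one-sided Monte Carlo permutation p = 0.001, the smallest possible). These draws spread summits evenly over the peak and were not matched to where summits usually fall. They therefore do not exclude that any signals over the same region would have summits this close. Across the 4 alternatives the median ranged from 81 to 87 bases.

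Overlap rose with peak strength in both lists. Among the top 25% of PTBP1 peaks by fold enrichment, 88.0% of 2251 peaks overlapped a RUNX1 peak, against 21.5% of 2584 peaks in the bottom 25% (two-sided Fisher's exact test, odds ratio 26.8, with a p-value too small to represent). In the RUNX1 list the shares were 77.0% of 1827 peaks in the top 25% and 44.98% of 2063 in the bottom 25% (Fisher's exact test, odds ratio 4.08, p = 3.87e-94). These groups differ in size because of tied values. The difference in the PTBP1 list was 66.5 points, and of the 4 alternatives the restriction to peaks away from a TSS moved it most, to 53.3 points.

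Merging both lists gave 12367 regions. They comprised 4550 shared regions with peaks of both lists (36.8%), 4760 regions with a PTBP1 peak only (38.5%) and 3057 with a RUNX1 peak only (24.7%). These classes rest on whether a peak was called, and not on a comparison of read counts between the targets. Shared regions were wider, with a median of 1019 bases against 520 for PTBP1-only and 518 for RUNX1-only regions.

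The next question was which genomic features the peaks occupied. A peak was placed at a TSS when it came within 1 kb of the 5-prime end of an annotated gene, in a gene body when it overlapped a gene without meeting that rule, and otherwise in intergenic sequence. PTBP1 peaks lay at a TSS in 56.6% of cases (95% interval 55.6 to 57.6) against 6.89% after relocation, and RUNX1 peaks in 53.7% (52.6 to 54.8) against 6.06%. The share was 71.2% (69.9 to 72.5) for shared regions, 43.1% (41.7 to 44.5) for PTBP1-only regions and 29.8% (28.2 to 31.4) for RUNX1-only regions, and relocated regions of these classes gave 7.45%, 6.73% and 5.26%. All 5 one-sided Monte Carlo p-values were 0.001, the smallest possible. The alternative that moved the PTBP1 share most required the TSS base itself to lie in the peak, which gave 42.7% against 2.27% after relocation. Gene bodies away from a TSS held 33.98% of PTBP1 peaks and 33.8% of RUNX1 peaks, against 58.5% after relocation for each list, a deficit that follows from the high TSS shares because peaks at a TSS are counted first. Taken among peaks away from a TSS, a comparison added after seeing the data, the gene-body shares were 78.3% of 4065 PTBP1 peaks and 73.0% of 3559 RUNX1 peaks, above the 62.8% and 62.3% of relocated peaks (one-sided Monte Carlo permutation p = 0.001 for each, the smallest possible). Intergenic sequence held 9.40% of PTBP1 peaks and 12.5% of RUNX1 peaks, against 34.6% and 35.4% after relocation.

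Shared regions were at a TSS more often than PTBP1-only regions by 28.1 points (two-sided Fisher's exact test, odds ratio 3.26, Benjamini-Hochberg adjusted p = 1.02e-166 over 3 comparisons). They exceeded RUNX1-only regions by 41.4 points (Fisher's exact test, odds ratio 5.82, adjusted p = 1.62e-282). PTBP1-only regions exceeded RUNX1-only regions by 13.3 points (Fisher's exact test, odds ratio 1.79, adjusted p = 9.20e-33). Over 5 alternatives this last difference kept its direction. It was smallest, at 8.64 points, when the TSS base itself had to lie in the peak. It was largest, at 21.4 points, outside the 1 Mb windows with at least 50 PTBP1 peaks.

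**Figure D2:**
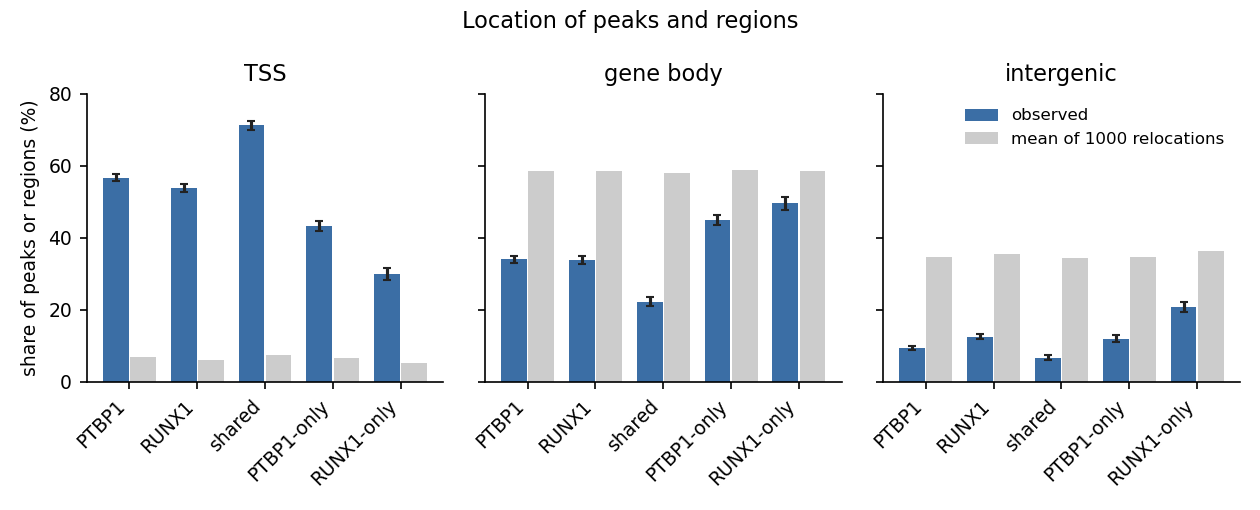
Each panel shows the share in percent of peaks or merged regions at a TSS, in a gene body away from a TSS, or in intergenic sequence, for both lists and the 3 region classes, with 95% Wilson intervals on the observed bars and the mean of 1000 relocations in grey. The TSS share is highest for shared regions, at 71.2%, and lowest for RUNX1-only regions, at 29.8%.

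At the level of genes, 5281 of 20033 protein-coding genes had a PTBP1 peak at the TSS and 4266 had a RUNX1 peak there. Both peaks were present at 3469 genes. A RUNX1 peak occurred at 65.7% of genes with a PTBP1 peak and at 5.40% of the 14752 genes without one (Fisher's exact test, odds ratio 33.5, with a p-value too small to represent). Requiring the TSS base itself to lie in both peaks lowered the number of genes with both most, to 2380.

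Because the study followed glucose metabolism, a list of 27 glycolysis genes that was fixed before the data were examined was compared with the other protein-coding genes. Both peaks lay at the TSS of 11 of the 27 genes (40.7%), against 17.3% of the other 20006 genes (two-sided Fisher's exact test, odds ratio 3.29, p = 0.00354). The 11 genes were ALDOA, ALDOC, ENO1, ENO3, GAPDH, GPI, PFKL, PGAM1, PKM, SLC2A1 and TPI1. The other 16 genes had neither a PTBP1 nor a RUNX1 peak at the TSS. The TSS rule used only the outermost start of each annotated gene, so transcript starts inside a gene were not tested. This matters most for long annotated genes, such as PGK1 (77910739 to 78129295) and LDHB (21635342 to 21757857). These 16 genes therefore cannot be read as having no peak at any of their promoters. With 27 genes the estimate is coarse, and it fell to 14.1 points (Fisher's exact test, p = 0.0345) when the TSS base itself had to lie in both peaks.

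Individual genes named in the study were then examined. PKM (chromosome 15, 72199029 to 72231819, minus strand) had 1 PTBP1 peak, at 72230386 to 72231753 with a fold enrichment of 23.8, and it overlapped a RUNX1 peak at 72229766 to 72232038 with a fold enrichment of 48.1. Both covered the annotated 5-prime end of the gene or came within 1 kb of it, and the 2 other RUNX1 peaks at PKM lay in intron 1 of the canonical transcript. HK2 (chromosome 2, 74834127 to 74893359, plus strand) had no PTBP1 peak. Its RUNX1 peak, at 74875121 to 74875459 with a fold enrichment of 12.8, was in intron 7, and neither list had a peak at the HK2 TSS. ID1 (chromosome 20, 31605283 to 31606515, plus strand) had a PTBP1 peak at 31604333 to 31605246, with a fold enrichment of 11.05 and its summit 151 bases upstream of the gene, and no RUNX1 peak. The paper reports both proteins together at HK2 and ID1, and shows this with signal tracks. Called peaks are a different measure, and signal below the calling threshold is not in the lists. A missing peak at these genes therefore does not contradict the paper.

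SLC2A1 (chromosome 1, 42925353 to 42958893, minus strand) had 10 PTBP1 peaks and 6 RUNX1 peaks. The PTBP1 peak at its TSS, at 42957646 to 42960883, had a fold enrichment of 33.1, and the RUNX1 peak there, at 42957793 to 42959348 with its summit in the 5-prime UTR, had 36.1. The remaining peaks of both lists had their summits in introns 1 and 2, and 1 peak of each list in intron 2 lay on a background above the usual level. The gene lies in a stretch of chromosome 1 from 39 to 44 Mb that held 376 PTBP1 peaks for 75 protein-coding genes, or 5.01 peaks per gene, against 0.451 in the rest of the genome. Its own 1 Mb window, from 42 to 43 Mb, held 34 PTBP1 peaks for 19 genes, or 1.79 per gene, the lowest of the 5 windows.

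**Figure D3:**
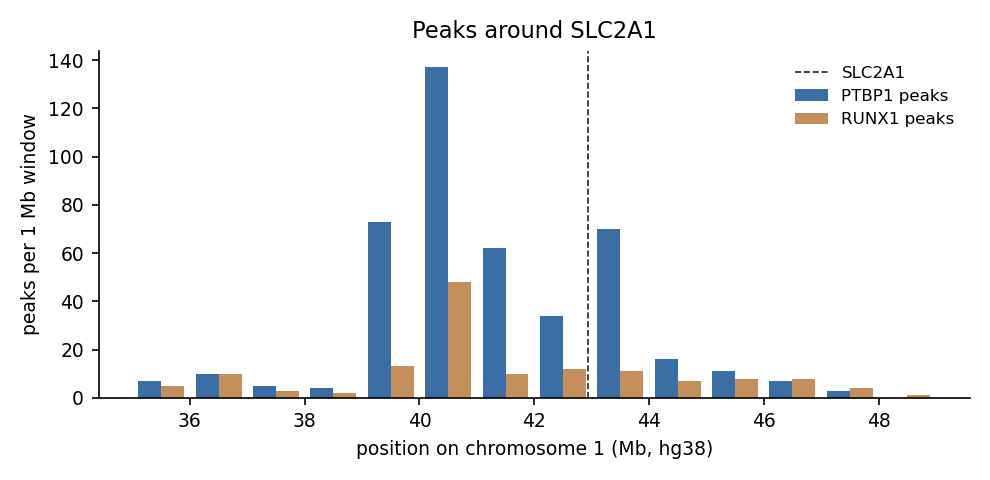
The bars show the number of PTBP1 and RUNX1 peaks in each 1 Mb window of chromosome 1 around SLC2A1, whose position is the dashed line. PTBP1 peaks rise from 4 in the window that starts at 38 Mb to 73 and 137 in the next 2, then number 62, 34 in the window of SLC2A1, and 70, and fall to 16 in the window that starts at 44 Mb.

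The PTBP1 gene itself (chromosome 19, 797075 to 812327, plus strand) had 6 PTBP1 peaks. The strongest, at 795961 to 799600, covered the TSS with a fold enrichment of 110.5 and overlapped the single RUNX1 peak of the gene, at 796909 to 797915 with a fold enrichment of 25.6. PTBP2 (chromosome 1, 96721665 to 96823738, plus strand) had no peak in either list. RUNX1 (chromosome 21, 34787801 to 36004667, minus strand) had 4 PTBP1 peaks and 11 RUNX1 peaks, none of them at the 5-prime end of the annotated gene. The strongest, a RUNX1 peak at 34865382 to 34866368 in intron 5, had a fold enrichment of 131 and overlapped a PTBP1 peak at 34865651 to 34866127 with a fold enrichment of 12.8. Of the RUNX1 peaks at this gene, 2 lay on a background above the usual level, with fold enrichments of 11.8 and 5.59. The peak with 11.8, at 35048795 to 35049454, had its summit in the 5-prime UTR of the canonical transcript. The TSS rule used the 5-prime end of the gene, at 36004667, and so did not test the start of that transcript. All 4 PTBP1 peaks at this gene overlapped a RUNX1 peak.

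The 3 strongest peaks of each list all overlapped a peak of the other list. In the PTBP1 list they were at 54189056 to 54192000 on chromosome 19, at the TSSs of MBOAT7 and TSEN34, with a fold enrichment of 227, at 104751749 to 104753862 on chromosome 14, at the TSS of SIVA1, also with 227, and at 5903467 to 5905196 on chromosome 19, at the TSSs of NDUFA11 and VMAC, with 218. In the RUNX1 list the strongest had a fold enrichment of 668 and lay at 16895881 to 16898197 on chromosome 19, in intron 39 of CPAMD8. The next were at 144684453 to 144688788 on chromosome 8, at the TSS of ARHGAP39, with 254, and at 125886845 to 125888523 on chromosome 11, within HYLS1, with 208.

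Among PTBP1-only regions the strongest peaks were at 43231483 to 43232844 on chromosome 17, within CCDC200 with a fold enrichment of 98.2, at 170145456 to 170154386 on chromosome 6, over a long noncoding RNA gene with 73.2, and at 43245991 to 43246678 on chromosome 17, again within CCDC200 and beside a U2 small nuclear RNA gene, with 68.6. Among RUNX1-only regions they were at 94601734 to 94603456 on chromosome 1, with its summit 10281 bases upstream of the nearest annotated gene and a fold enrichment of 178, at 38452091 to 38454389 on chromosome 5 in intron 19 of EGFLAM, with 165, and at 42268336 to 42269227 on chromosome 5, with its summit 77287 bases downstream of the nearest annotated gene and a fold enrichment of 114.

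Finally, the DNA sequence under the summits was examined for the RUNX motif (TGYGGT on either strand, where Y is C or T) within 50 bases of the summit. In the RUNX1 list, 24.2% of summits held the motif against 7.99% of windows centred 500 bases to the left, an excess of 16.2 points (two-sided exact sign test, Benjamini-Hochberg adjusted p = 3.15e-172 over 7 sequence comparisons). In the PTBP1 list, 8.79% of summits held it against 8.15% of flanks, an excess of 0.640 points that did not pass the same exact test (adjusted p = 0.122). For the PTBP1 list this excess passed the test away from a TSS, at 1.57 points, and with windows of 100 bases either side, at 1.22 points.

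By class, the motif lay at 38.9% of RUNX1-only summits and at 7.86% of PTBP1-only summits, a difference of 31.1 points (two-sided Fisher's exact test, odds ratio 7.47, adjusted p = 5.40e-244). In shared regions it lay at 14.5% of RUNX1 summits, fewer than in RUNX1-only regions (Fisher's exact test, odds ratio 0.265, adjusted p = 2.45e-129), and at 9.76% of PTBP1 summits, 1.90 points more than in PTBP1-only regions (odds ratio 1.27, adjusted p = 0.00147). Of the 4 alternatives for the last difference, the stricter motif TGTGGT gave 0.178 points and did not pass the test. The other 3 passed it, with 2.50 points between GC-matched windows, 3.24 points with windows of 100 bases either side and 5.63 points away from a TSS. At a TSS, RUNX1 summits held the motif in 11.4% of shared regions (95% interval 10.3 to 12.5) and 24.5% of RUNX1-only regions (21.8 to 27.4), and away from a TSS in 22.04% (19.9 to 24.4) and 45.1% (42.97 to 47.2).

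**Figure D4:**
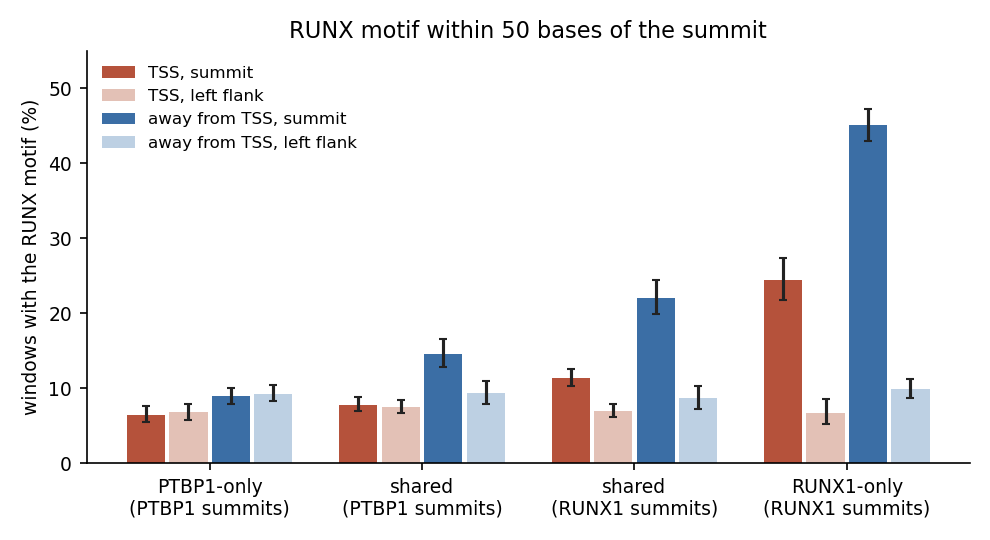
The bars show the share in percent of 101-base windows that held the RUNX motif, at summits and at flanks centred 500 bases to the left, for regions at a TSS and away from a TSS, with 95% Wilson intervals. RUNX1-only summits away from a TSS have the highest share, at 45.1%, and PTBP1-only summits lie within the intervals of their flanks.

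Runs of at least 12 pyrimidines on either strand, the DNA counterpart of the RNA sequence PTBP1 binds, were less frequent at PTBP1 summits than at their flanks, 14.7% against 17.5% (two-sided exact sign test, adjusted p = 2.47e-07). They were also less frequent at PTBP1-only than at RUNX1-only summits, 13.4% against 18.5% (Fisher's exact test, odds ratio 0.685, adjusted p = 4.74e-09). Both differences passed the test under the 3 alternatives tried for each.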

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

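The tests in this part were chosen after the lists had been examined, except those of peak strength among PTBP1 peaks and of a control shared by both lists, which were written before their results were seen.

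The excess of the RUNX motif at summits over flanks differed between the lists by 15.5 points, being 16.2 points in the RUNX1 list and 0.640 points in the PTBP1 list. A two-sided Fisher's exact test on the peaks where the motif was at only the summit or only the flank gave p = 3.15e-67, although the lists share regions, so their peaks are not independent. Weak PTBP1 peaks diluting the motif would be a technical account, but the 2000 strongest PTBP1 peaks had an excess of 0.15 points, against 21.7 points in the 2000 strongest RUNX1 peaks. What stays open is that most PTBP1 peaks may lie at sites that are not centred on a RUNX motif, whether through another bound protein or through cutting near open promoters that the antibody does not direct. No test here separates these.

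The fold enrichment and significance of each peak imply a background, a value outside the main comparisons of overlap, location and sequence. It lay above its usual level at 455 PTBP1 peaks and 395 RUNX1 peaks. A background shared by both lists was tested at 1676 pairs of summits within 50 bases of each other. The RUNX1 background was raised at 100% of the 83 pairs where the PTBP1 background was raised and at 0 of the other 1593 (two-sided Fisher's exact test, p = 7.55e-143). In 78 of the 83 pairs the levels differed by the same factor of 2.18 that separates the usual backgrounds. This is consistent with a single sparse control scaled to each list. Chance coverage by such a control cannot account for all raised peaks, since 69 peaks had a background of at least 5 times the most common raised level, a height with a chance of 1.99e-07 per position. The highest was a RUNX1 peak at 134923798 to 134924162 on chromosome 5, with 3518 fragments over a background of 2882 and a fold enrichment of 1.22, in a stretch annotated with PCBD2 and pseudogenes of mitochondrial genes. Reads from mitochondrial DNA are a possible explanation for that site and were not tested. No biological explanation was tested for the raised backgrounds.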

How the results depend on the processing

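The 22 results were recomputed under 105 alternatives, and in 102 of them the direction and the side of the threshold did not change. No paired analysis was possible because each target has a single list whose columns carry no replicate. Treating every row as deposited as its own peak moved nothing, since no rows overlap within a list, and so says nothing about stability.

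By the exact sign test, the excess of the RUNX motif at PTBP1 summits over flanks, which did not pass the test as reported, passed it with windows of 100 bases either side of the summit (1.22 points, p = 0.0229) and away from a TSS (1.57 points, p = 0.0202), and the highest unadjusted p over its 4 alternatives was 0.429. The motif difference between shared and PTBP1-only regions did not pass with the motif TGTGGT (0.178 points, Fisher's exact test, p = 0.724), and its other 3 alternatives gave larger differences than the 1.90 points reported, up to 5.63. The cause was not tested in these 3 cases.

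The share of PTBP1 peaks overlapping a RUNX1 peak ranged from 38.6% to 55.9% over 9 alternatives, and that of RUNX1 peaks from 47.0% to 60.3%. The highest PTBP1 value came from leaving out 1 Mb windows with at least 50 PTBP1 peaks, an alternative chosen after seeing the data. Those 23 windows held 20.4% of PTBP1 peaks and 6.69% of RUNX1 peaks. The TSS share of PTBP1 peaks ranged from 42.7% to 62.8%, and the motif difference between shared and RUNX1-only regions from -30.8 to -17.2 points. The number of protein-coding genes with both peaks at the TSS ranged from 2380 to 3638. The glycolysis difference ranged from 14.1 to 38.3 points, with a highest p of 0.0345 by Fisher's exact test. The 38.3 points came from a list without 9 of the genes, in which 55.6% of 18 genes held both peaks. The other alternatives gave at most 22.6 points, below the 23.5 points of the full list.

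Depth limits the lists. The lowest called pileup was 11 fragments for PTBP1 and 8 for RUNX1, so a site below these is missing from its list whether or not the protein is there, and PTBP1-only and RUNX1-only regions cannot be read as sites without the other protein.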

Other observations

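Most tests in this part were chosen after the lists had been examined. Those on TSS-matched relocation, CpG content, antibody-independent cutting, the chromosome skew, the GC content of the chromosome 1 stretch, wide regions and peak strength were written before their results were seen.

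Several technical accounts of the overlap between PTBP1 and RUNX1 peaks were tested. A shared preference for TSSs gave a mean overlap of 4.70% under TSS-matched relocation, with a highest draw of 5.35%, far below the observed 49.2%. These TSSs were drawn from annotated genes of every type, whether active or not. A shared preference for active or open TSSs was therefore not tested by it. A shared preference for CpG-rich promoters left a common odds ratio of 21.8 over 10 strata of promoter CpG content (95% interval 19.9 to 24.0). A raised background was present at 4.27% of overlapping PTBP1 peaks, against 5.42% of the others. Signal that the control has as well was examined at 827 overlapping PTBP1 peaks with at least 60 fragments. The background was at its usual level in 86.2% of them. Peaks were called against this background, which tends to leave out sites where it is high. The shares of raised and usual background therefore do not exclude these accounts. Cutting at open promoters as the source of both lists was tested with the motif at a TSS. RUNX1 summits of shared regions were predicted to hold it no more often than GC-matched PTBP1-only summits. They held it in 11.5% against 6.40%, 5.13 points more (two-sided Fisher's exact test, p = 1.04e-08). Shared regions were also wider, which was not matched, so this alone does not decide. In all shared regions at a TSS, without GC matching, 11.4% of RUNX1 summits held it (95% interval 10.3 to 12.5). For PTBP1 summits of the same regions the share was 7.81% (6.94 to 8.79). That difference within the same regions speaks against such cutting as the whole source of the RUNX1 calls there. It leaves open that part of them, or the PTBP1 signal, may arise in that way. Co-occupancy of both proteins remains a hypothesis.

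RUNX1 summits in shared regions held the RUNX motif less often than those in RUNX1-only regions. GC-matched summits kept a difference of -17.2 points, and regions away from a TSS kept -23.0 points. Among regions of 300 to 1000 bases with windows of 100 bases either side, it was -30.8 points. Within the top 25% of RUNX1 peaks it was -40.2 points, with 21.1% of 1401 shared against 61.3% of 421 RUNX1-only regions. GC content, TSS position, imprecise summits and peak strength are therefore each argued against as the whole cause. A candidate explanation is that RUNX1 at shared regions is held partly through other proteins and not through its own motif. Antibody-independent signal that adds RUNX1 calls at open promoters would lower the motif share at a TSS, but the deficit away from a TSS argues against it as the whole cause. Such signal at open chromatin in general was not tested, and these lists do not separate it from the candidate explanation.

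PTBP1-only peaks were the weaker PTBP1 peaks. In the strongest 10%, 3.63% of 937 peaks lacked a RUNX1 peak. This is what RUNX1 sites just under the calling threshold would give, but it cannot be told apart from a true difference in strength, because signal below the threshold is not in the lists.

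PTBP1 peaks were over-represented relative to RUNX1 peaks on chromosomes 16, 17, 19 and 22, with log2 ratios of 0.50, 0.53, 0.60 and 0.46 between the shares of each list on a chromosome, and under-represented on chromosomes 2, 3, 10, 15, 13, 4 and 18, with -0.80, -0.79, -0.68, -0.66, -0.64, -0.59 and -0.51. Matching the peaks on GC content kept 90.2% of the spread of the ratio over 23 chromosomes. GC content at the peaks themselves is therefore unlikely to be the main cause. The GC content of whole chromosomes was not matched. It was highest on chromosomes 16, 17, 19 and 22, at 44.6%, 45.3%, 47.9% and 47.0%, against 43.8% on chromosome 20, the next highest. A link with chromosome-wide GC content therefore stays open. Chromosome 16 held 583 PTBP1 and 339 RUNX1 peaks. Its 1 Mb windows starting at 0, 1, 2 and 89 Mb held 71, 57, 63 and 72 PTBP1 peaks. The RUNX1 peaks there numbered 13, 9, 19 and 12, so part of its ratio rests on these windows. Chromosomes 17 and 19 also had windows with at least 50 PTBP1 peaks, and chromosome 22 had none. The ratios without such windows were not computed. No biological explanation was tested.

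PTBP1 peaks were dense between 39 and 44 Mb of chromosome 1. The number of peaks per protein-coding gene there was 11.1 times that of the rest of the genome for PTBP1 and 3.29 times for RUNX1, so gene density does not account for it. In 1209 other 1 Mb windows of like GC content the median was 2 PTBP1 peaks, against 70 in this stretch, and 0 of them held as many, so the GC content of the region does not account for it either. The background was raised at 22.3% of the 94 RUNX1 peaks in the stretch and at 4.92% elsewhere (two-sided Fisher's exact test, p = 7.39e-09), and at 23.4% of the 376 PTBP1 peaks against 4.08% elsewhere (p = 1.35e-37). A gain of DNA copies in these cells may raise the signal of the control and of both targets together. It cannot be told apart from unusually open chromatin, which would also raise the control at peaks, since coverage between peaks was not analysed here. The raised background was uneven along the stretch, at 20 of 73 and 53 of 137 PTBP1 peaks in the windows that start at 39 and 40 Mb and at 5 of 62, 3 of 34 and 7 of 70 in the next 3. The window with SLC2A1, which starts at 42 Mb, is the least dense of the 5, so whether the number of peaks at that gene owes anything to the stretch stays open. Dense windows were not confined to this stretch. On chromosome 5 the window from 0 to 1 Mb held 129 PTBP1 peaks for 16 genes, 26 of them on a raised background. The next held 61 for 11 genes, with 6 raised. The densest window, from 81 to 82 Mb of chromosome 17, held 151 for 36 genes, with 8 raised. The tests above covered only the chromosome 1 stretch.

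Glycolysis promoters held both peaks more often than other promoters. CpG-rich promoters were argued against as the cause, since the common odds ratio over 10 strata of promoter CpG content was 5.06 (95% interval 2.05 to 12.5, exact conditional test, p = 0.000621). High expression of these genes in MOLM-13 cells stays open and was not tested.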
